A study of Mus musculus with 25 samples. Its data were reported in "ChREBPβ is dispensable for the control of glucose homeostasis and energy balance" (2022).

How the data were processed

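Gene expression in perigonadal white adipose tissue (pgWAT), the fat depot around the epididymis, was measured in 25 male C57BL6/J mice with single-colour Agilent SurePrint mouse arrays, 1 array per mouse. Mice had been fasted and then refed with glucose in the drinking water, which raises the activity of the glucose-responsive transcription factor ChREBP, encoded by Mlxipl. The labels gave 4 groups: wild-type and knockout mice of a line that lacks only the ChREBPβ isoform (ChREBPβ WT, 7 arrays, and ChREBPβ KO, 6 arrays), and wild-type and knockout mice of an Mlxipl-null line that lacks ChREBPα and ChREBPβ (total ChREBP WT, 7 arrays, and total ChREBP KO, 5 arrays). The labels also gave the wash batch of each array. Each of the 4 wash batches held arrays of all 4 groups. The arrays lay on 15 slides, 10 of which held more than 1 of the arrays, and were scanned on 2 days, each day holding whole wash batches.

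The authors hybridised Cy3-labelled cRNA, scanned the slides and measured each spot with the Feature Extraction software, and per the file headers the values used here were the median pixel intensity of a spot, not corrected for background, with the intensity of its local background and the software's flags. The authors' deposited series table held log2 values of 40561 probes. The lowest correlation of an array's column with the log2 median intensity of that array was 0.9998, and all of its 23 empty cells lay on spots that the software had marked as non-uniform. The methods of the study describe the same steps as were taken here, namely a weight of 1 or 0 per spot from the flags, quantile normalisation between arrays and the median over replicated probes.

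Each array held 59305 gene-probe spots for 56605 distinct probes. The median raw intensity of an array was 84 to 127 and its median local background 15 to 22, and 73.0% to 77.9% of spots were well above background. Saturated spots were absent, with 0 per array. The number of arrays limits the precision of each group mean. Array values of the same group correlated at 0.971 to 0.997, and no pair of arrays held identical values.

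A spot had weight 1 where the software called it found, positive and significant, and well above background. Spots were kept where the weight was 1 on at least 81.25% of all arrays (21 arrays) or on at least 75% of the arrays of at least 1 group (6, 5, 6 and 4 arrays of ChREBPβ WT, ChREBPβ KO, total ChREBP WT and total ChREBP KO). This is the study's filter scaled to the arrays analysed here, since the study's own filter counted more arrays than these. Of the spots, 42315 were kept. Spots with an outlier flag were set to missing (1478 on all arrays, of which 24 values lay in the tested matrix). After quantile normalisation of the log2 median intensity and merging of replicated probes by their median, 39619 probes of 25908 genes were tested. Of these, 6752 probes had only an identifier as a name. Gene names came from a RefSeq table of accessions and symbols where it held the probe's accession or symbol. Of the distinct probes, 32989 matched by accession, 10228 by current symbol and 519 by an older symbol, and 12869 kept the name on the array. Probe coordinates are those of the array design on the mouse build mm9. No annotation of that build was used here, so the exon or untranslated region of a probe is not stated.

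All arrays entered 1 linear model of the 4 groups with wash batch as a fixed term, fitted with limma 3.58.1 under R 4.3.3 (lmFit, contrasts.fit and eBayes, 18 residual degrees of freedom and 2.50 prior degrees of freedom). Adjusted p-values are Benjamini-Hochberg values over all tested probes, a probe was called at an adjusted p under 0.05, and a gene counted as changed if at least 1 of its probes was called. The contrasts were ChREBPβ KO minus ChREBPβ WT, total ChREBP KO minus total ChREBP WT, the difference between these effects, and total ChREBP WT minus ChREBPβ WT. On simulated data of 39619 probes, 200 were changed by 1 log2 unit. The fit called 91% of the changed probes for the ChREBPβ comparison, 91.5% for the total ChREBP comparison and 91.5% for the comparison of wild types. Of the calls, 4.71%, 5.18% and 5.67% fell on unchanged probes. The simulated noise was independent between probes, without differences by line, wash batch or organ RNA. These shares thus check the fit, and not its power or error on the arrays.

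The gene lists were lipogenesis, ChREBP targets, cholesterol synthesis, glycolysis, thermogenic, adipocyte, macrophage, lymphocyte, epididymis and sex chromosome genes, each gene represented by its kept probe with the highest mean over all arrays. A list was tested with fry, and with camera at a preset inter-gene correlation of 0.01, and p-values were adjusted over the 10 lists of a comparison. Counts of list genes past a threshold, over all probes or over the list alone, include genes that went either way. Lists of liver, kidney, testis, vas deferens, pituitary, intestine and pancreas genes were written after a first look at the arrays, and part of the vas deferens list was picked from these arrays. The score of such a list on an array is the mean, over its genes, of the deviation from the gene's median over the 25 arrays, without the filter on dim spots. A signature of total ChREBP deficiency was the mean of the probes called higher in total ChREBP KO minus the mean of those called lower, and its difference between ChREBPβ KO and ChREBPβ WT was given an exact permutation test, which was 2-sided as were all such tests.

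The contrasts, the filter, the signature, the 10 lists, the processing alternatives and the rule for naming genes were chosen before the data were examined. The rule named, for each comparison, the 5 genes with the largest rise and the 5 with the largest fall among called probes whose arrays did not overlap between the groups (for the difference between effects, the total ChREBP groups), or the 3 with the smallest p where no probe passed, skipping names that are only identifiers, together with Mlxipl and members of the lipogenesis list. A gene that this rule selects is not reported here. A probe well above background on no array of a group has only a bound there. Its change is given as a fold of at least the bright group's mean over the dim group's mean of, per array, the higher of the probe's own signal and the lowest signal among probes well above background.

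The alternatives were normexp background correction of the median or mean signal with an offset of 50, the processed signal scaled to the 75th percentile of each array, centring on each array's median, the authors' deposited table, no filter, weight 1 on all arrays, a group rule of 6 arrays, no wash batch term, slide as a random block, the replicate number as a random or fixed block, fits of only the groups compared, array quality weights, eBayes with trend and robust settings, stricter thresholds, a looser threshold, other probe summaries and leaving out each array in turn. Fits with a liver score, or with liver, epididymis and vas deferens scores, as covariates were added after seeing the data. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Other tissues of the study were not analysed here.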

Results

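Transcript levels in pgWAT of refed male mice were measured on 25 arrays, 7 of ChREBPβ WT, 6 of ChREBPβ KO, 7 of total ChREBP WT and 5 of total ChREBP KO mice. The arrays were of like brightness, with a median raw intensity of 84 to 127 per array against a local background of 15 to 22. Over all tested probes, the first principal component held 43.6% of the variance and the second held 16.0%. All ChREBPβ WT arrays lay above all arrays of both total ChREBP groups on the first component. The median standard deviation of a probe within a group was 0.19 log2 units in ChREBPβ WT, 0.17 in ChREBPβ KO, 0.17 in total ChREBP WT and 0.14 in total ChREBP KO. The comparisons asked which pgWAT transcripts depend on ChREBPβ alone and which depend on both isoforms, and whether these effects differ.

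Mlxipl, the targeted gene, was measured first. Its brightest probe (A_55_P2119957, chromosome 5, 135613705 to 135613764, mm9) had a log2 level of 15.96 ± 0.20 (SD, n = 7) in total ChREBP WT and 14.21 ± 0.08 (SD, n = 5) in total ChREBP KO. The fitted difference was -1.75 (SE 0.15, limma adjusted p 3.17e-08), and all 5 knockout arrays lay below all 7 wild-type arrays. The difference was -1.77, -1.59, -1.84 and -1.71 within wash batches 1 to 4. In the ChREBPβ line, the level was 15.08 ± 0.27 (SD, n = 7) in WT and 14.36 ± 0.32 (SD, n = 6) in KO. The highest KO array, at 14.7046, was level with the lowest WT array, at 14.7047. This difference of -0.73 (SE 0.14) had an unadjusted limma p of 3.3e-05 and an adjusted p of 0.14, so that it was not past the threshold over all probes, and it was -0.72, -0.29, -0.92 and -0.86 within the wash batches. Without ChREBPβ KO replicate 4 it was -0.79 with an adjusted p of 0.0348. The fall in total ChREBP KO exceeded that in ChREBPβ KO by 1.02 on the log2 scale (difference of effects -1.02, SE 0.20, adjusted p 0.00355). Mlxipl was also higher in total ChREBP WT than in ChREBPβ WT by 0.89 (SE 0.13, adjusted p 0.000105), and by 0.91, 0.92, 1.01 and 0.71 within the wash batches.

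The other Mlxipl probes disagreed with each other. A_55_P2728555 (chromosome 5, 135598483 to 135599113) was lower in total ChREBP KO by a log2 difference of -0.66 (SE 0.12, adjusted p 0.00109) and changed by -0.47 in ChREBPβ KO (adjusted p 0.247). It shared a run of 20 bases with probes of 9 other genes, and the other Mlxipl probes with probes of 0. A_55_P2045158 (chromosome 5, 135614195 to 135614252) did not differ past the threshold in either line, with 0.08 in the total ChREBP line (adjusted p 0.687) and -0.05 in the ChREBPβ line (adjusted p 0.896). The alternative that moved the Mlxipl differences most was the mean over the 3 probes, which gave -0.78 in the total ChREBP line and -0.42 in the ChREBPβ line. The adjusted p over the alternatives ranged from 8.72e-10 to 0.000819 in the total ChREBP line and from 0.0172 to 0.653 in the ChREBPβ line.

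**Figure D1:**
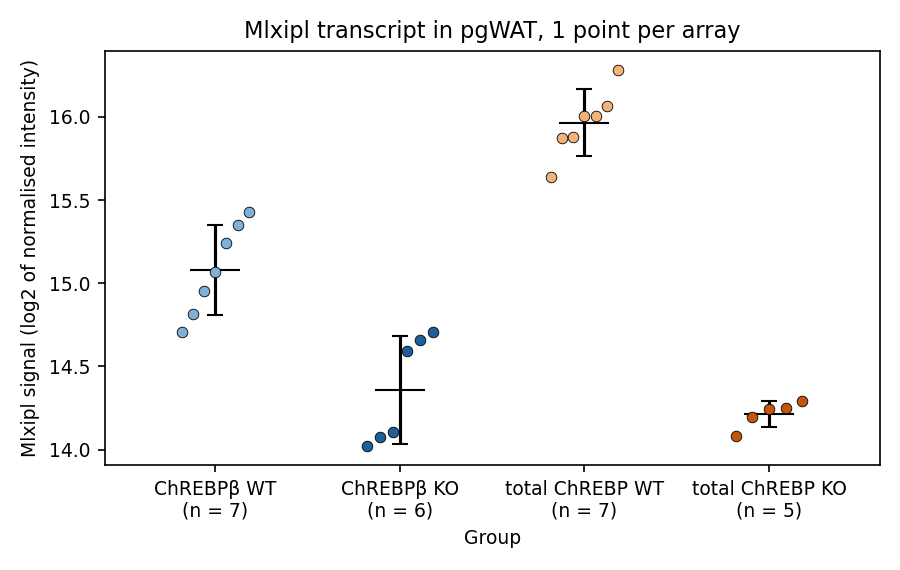
Log2 normalised intensity of the Mlxipl probe A_55_P2119957 (vertical axis) in the 4 groups, with 1 point per array, the group mean as a horizontal line and the SD as an error bar. The 5 total ChREBP KO arrays lie between 14.08 and 14.29, all below the total ChREBP WT arrays at 15.64 to 16.28, and the ChREBPβ KO arrays lie between 14.02 and 14.70.

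In ChREBPβ KO against ChREBPβ WT, 2 genes passed the adjusted threshold, 1 higher and 1 lower, while 3074 genes had an unadjusted limma p under 0.05. Plxna2 (probe at chromosome 1, 196642958 to 196643017) was higher by 0.43 (SE 0.07, adjusted p 0.0495), with all 6 KO arrays above all 7 WT arrays, and kept its call in 2 of 13 fits that left out 1 array (0.40 to 0.46). The gene that fell, Tmem176b (chromosome 6, 48783831 to 48783890, log2 change -0.52, SE 0.08, adjusted p 0.0495), had overlapping arrays and is named because of the small count, after its values were seen. Of the 39619 tested probes, 26 had groups that did not overlap, a smaller share than the 0.117% of probes that chance gives. The alternative that moved the count most was array quality weights, with 42 genes, 30 higher and 12 lower. Without ChREBPβ KO replicate 4 the count was 74, with 61 higher and 13 lower. It was 0 without any 1 of the other ChREBPβ KO arrays and without ChREBPβ WT replicates 1, 2, 3, 4, 6 or 8, where limma gave 2149 to 3674 genes at an unadjusted p under 0.05.

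In total ChREBP KO against total ChREBP WT, 2826 genes passed, 1767 with a higher probe and 1065 with a lower probe (6 had both), and 994 of them changed at least 1.5-fold. The median size of a called change was 0.47 log2 units. The groups did not overlap for 2205 of the 3546 called probes, where chance gives 0.253% of probes. Within wash batches 1 to 4, 99.9%, 99.1%, 98.7% and 99.9% of the called probes had the pooled direction of the same arrays, on which they were called. The processing alternative that raised this count most was array quality weights, with 4240 genes. The count without 1 array of either group ranged from 2012 to 2849.

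**Figure D2:**
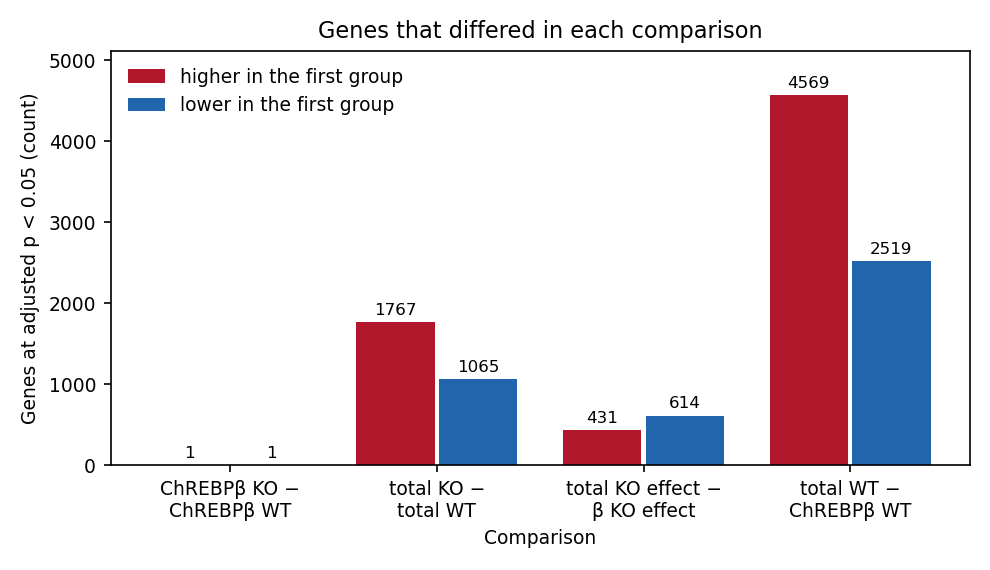
Number of genes past the adjusted threshold in each comparison (vertical axis, count), with bars for genes higher and lower in the first named group. ChREBPβ KO against WT gave 1 and 1, total ChREBP KO against WT gave 1767 and 1065, the difference between the effects gave 431 and 614, and total ChREBP WT against ChREBPβ WT gave 4569 and 2519.

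Among the largest rises in total ChREBP KO were those of Dio2 (chromosome 12, 91963235 to 91963294, log2 change 2.62, SE 0.39, adjusted p 8.28e-05), Lrrtm1 (chromosome 6, 77195379 to 77195438, log2 change 2.55, SE 0.27, adjusted p 6.98e-07), Pck1 (chromosome 2, 172984307 to 172984366, log2 change 2.44, SE 0.32, adjusted p 2.08e-05) and Slc2a13 (chromosome 15, 91098249 to 91098308, log2 change 1.95, SE 0.23, adjusted p 4.16e-06). The largest falls were those of Slc2a5 (chromosome 4, 149517775 to 149517834, log2 change -6.75, SE 0.38, adjusted p 1.11e-10), Adcy10 (chromosome 1, 167505771 to 167506673, log2 change -4.68, SE 0.20, adjusted p 3.93e-12), Hephl1 (chromosome 9, 14856410 to 14856469, log2 change -4.31, SE 0.58, adjusted p 2.46e-05) and Taf6 (chromosome 5, 138621376 to 138621435, log2 change -3.96, SE 0.44, adjusted p 1.83e-06). Gm35986 (chromosome 3, 129230421 to 129230480) was well above background on 0 of 5 total ChREBP KO arrays and was at least 13.6-fold lower there. In all of these genes every KO array lay beyond every WT array. The Taf6 probe lay 3.01 Mb from the Mlxipl probe. Another Taf6 probe, 3.01 Mb away as well, fell by 0.46.

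The difference between the effects of the lines was tested directly. For 1044 genes the effect of total ChREBP deficiency differed from that of ChREBPβ deficiency, with 431 in the positive and 614 in the negative direction (1 had both), and 4127 genes had an unadjusted p under 0.05. The alternative that moved this count most upward was array quality weights, with 1740 genes. Besides Lrrtm1, Pck1, Slc2a13, Slc2a5, Hephl1, Taf6 and Adcy10, the named genes were Car3 (chromosome 3, 14865478 to 14865537, log2 change 2.20, SE 0.25, adjusted p 1.03e-05), Gm32280 (chromosome 9, 48485262 to 48485322, log2 change 2.05, SE 0.47, adjusted p 0.0141) and Hvcn1 (chromosome 5, 122692220 to 122692279, log2 change -3.63, SE 0.29, adjusted p 9.45e-08). A brighter Car3 probe, A_51_P431329, had a difference of effects of 0.32 (SE 0.12, limma adjusted p 0.217), not past the threshold. Only 1 gene, Plxna2, was called in both lines. Over all 39619 probes the differences in the lines correlated with Pearson r 0.336 and Spearman rho 0.244, across probes that are not independent replicates. Of the probes called in the total ChREBP line, 67.9% had the same direction in the ChREBPβ line, where the slope of the ChREBPβ on the total ChREBP difference was 0.098.

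The signature of total ChREBP deficiency, built from 2173 higher and 1373 lower probes, was -0.25 ± 0.09 (SD, n = 7) in ChREBPβ WT and -0.12 ± 0.11 (SD, n = 6) in ChREBPβ KO. The difference of 0.13 log2 units was in the direction of total ChREBP KO, with an exact permutation p of 0.0519 over 1716 splits, and 2 of the 6 KO arrays lay above the highest WT array. Within the wash batches it was 0.13, 0.31, 0.04 and 0.12. In the total ChREBP line, on which the probes were chosen, the difference was 1.33. The liver score was lower in KO in both lines (KO minus WT -1.31 in the ChREBPβ and -2.24 in the total ChREBP line). Over the ChREBPβ arrays a high liver score mostly went with a low signature. The array with the highest score (WT replicate 3, 4.16) had a signature of -0.30, and that with the lowest (KO replicate 3, -1.29) one of -0.01. Liver RNA was thus not separated from the signature difference. The signature in the ChREBPβ line was moved most by using the top 100 probes only, with 0.43 (exact p 0.0262, range over the alternatives 0.0262 to 0.971). It passed 0.05 without ChREBPβ KO replicate 4 (0.16, exact p 0.0177) and without ChREBPβ WT replicate 1 (0.16, exact p 0.0195), and also without ChREBPβ KO replicate 8 (0.15, exact p 0.048), total ChREBP WT replicate 5 (0.17, exact p 0.0449), replicate 3 (0.13, exact p 0.042) or replicate 7 (0.14, exact p 0.0414), or total ChREBP KO replicate 7 (0.14, exact p 0.0478).

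Lipogenesis genes, 20 of which had a kept probe, had a median log2 difference of -0.55 in total ChREBP KO against WT (fry p 5.45e-09, adjusted over the 10 lists 2.72e-08), with 17 of 20 genes lower. Of the list, 12 genes passed over all genes, all of them lower, and 14 passed when adjusted over the list alone, among them Scd2, which was higher (0.45, SE 0.15, adjusted p over all probes 0.0596). The mean level of the list was 16.00 ± 0.07 (SD, n = 7) in total ChREBP WT and 15.25 ± 0.11 (SD, n = 5) in total ChREBP KO, with 5 of 5 KO arrays below all WT arrays, and the difference was -0.82, -0.77, -0.58 and -0.77 within the wash batches. Elovl6 fell by 3.34 (adjusted p 1.11e-10), Acaca fell by 1.91 (adjusted p 2.16e-11) and Acly fell by 1.67 (adjusted p 2.28e-09). Fasn fell by 0.36 (adjusted p 1.23e-05), a call that was kept in 15 of 17 alternatives and lost with the replicate block as a fixed term (-0.37, adjusted p 0.139) and with the processed signal scaled to the 75th percentile (-0.28, adjusted p 0.0664). The lowest adjusted p over the alternatives was 7.28e-07. Scd1 did not change past the threshold (0.05, adjusted p 0.872), and its sign reversed with the liver score as a covariate (-0.04) and with 3 organ scores (-0.02).

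In the ChREBPβ line, the median of the lipogenesis list was -0.10 (fry p 0.255), with 15 of 20 genes lower and 0 past the threshold both over all genes and adjusted over the list alone. The mean level was 15.47 ± 0.16 (SD, n = 7) in WT and 15.37 ± 0.16 (SD, n = 6) in KO, and the difference within the wash batches was -0.12, -0.45, -0.04 and 0.02. At an unadjusted limma p under 0.05 there were 3 genes of the list. The difference between the effects was -0.40 (fry p 3.11e-06, adjusted 1.55e-05), with 10 genes past the threshold and 12 adjusted over the list alone. Between the wild types, the list was 0.52 higher in total ChREBP WT (fry p 1.76e-06), with 12 genes past the threshold, 13 adjusted over the list alone, and all 7 total ChREBP WT arrays above all ChREBPβ WT arrays, and the difference of the list means was 0.50, 0.30, 0.57 and 0.61 within the wash batches. The alternatives that moved the list most gave -0.64 in the total ChREBP line and -0.01 in the ChREBPβ line.

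**Figure D3:**
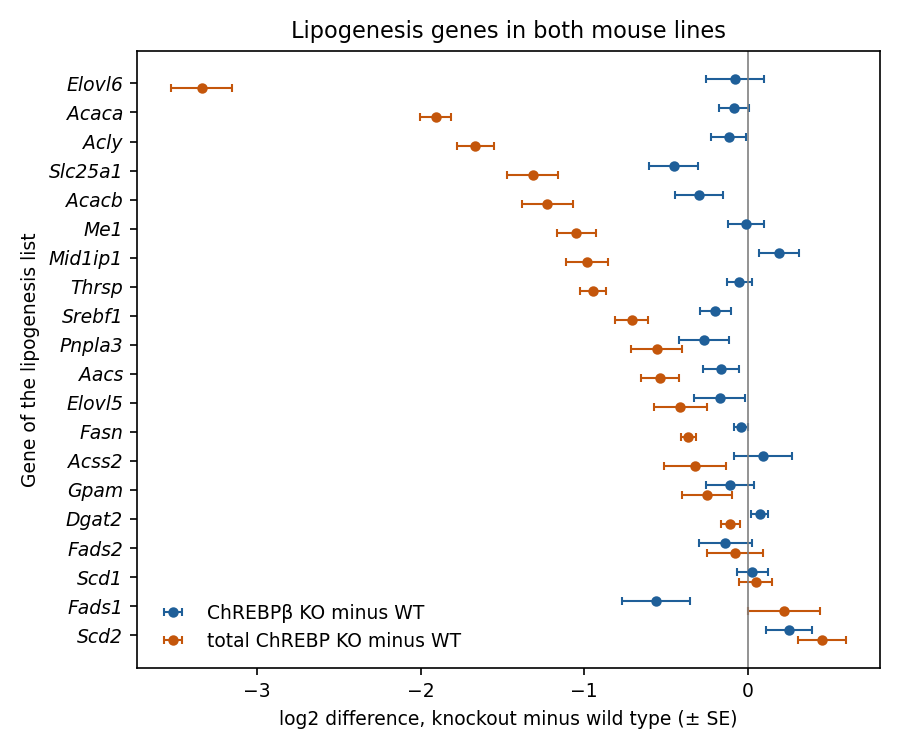
Log2 difference between knockout and wild type (horizontal axis, with its SE) of the 20 lipogenesis genes in the ChREBPβ line and the total ChREBP line. Elovl6 at -3.34, Acaca at -1.91 and Acly at -1.67 fell furthest in the total ChREBP line, where 17 of 20 genes were lower.

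ChREBP targets (20 genes) were lower in total ChREBP KO (median -0.78, fry p 2.94e-07), with 10 genes past the threshold (9 lower, 1 higher) and 13 adjusted over the list alone, and all 5 KO arrays were below all WT arrays. The median was -0.08 in ChREBPβ KO (fry p 0.256), and the difference between effects was -0.41 (fry p 0.000155), with 7 genes past the threshold and 8 adjusted over the list alone. Between the wild types the median was 0.17 and the mean -0.63, which differ in sign, with a fry p of 0.0149. There 16 genes passed and 17 adjusted over the list alone, in both directions. The list holds genes that are abundant in liver, among them Pklr and G6pc. Glycolysis genes (15 genes) were lower in total ChREBP KO (median -0.28, fry p 4.47e-09, 8 genes past the threshold, of which 7 were lower and 1 higher, and 10 adjusted over the list alone, all 5 KO arrays below all WT arrays) and did not change past the threshold in ChREBPβ KO (-0.03, fry p 0.458), where limma called 0 genes, with 1 at an unadjusted p under 0.05 and 1 adjusted over the list alone, Pfkl (-0.34, named after its values were seen). The difference between the effects was -0.25 (fry p 1.68e-06, 5 genes past and 10 adjusted over the list alone), and the list was 0.24 higher in total ChREBP WT than in ChREBPβ WT (fry p 3.72e-08, 8 genes past and 11 adjusted over the list alone). In each of the 4 wash batches the mean of both lists was lower in total ChREBP KO than in WT, and glycolysis genes were higher in total ChREBP WT than in ChREBPβ WT.

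Adipocyte genes (14 genes) were higher in total ChREBP KO (median 0.19, fry p 0.000539, 5 genes past the threshold and 6 adjusted over the list alone), in 5 of 5 arrays and all wash batches. Cholesterol synthesis genes (20 genes) had a median of 0.26 in total ChREBP KO (fry p 0.0289, adjusted 0.0578), with 8 genes past the threshold and 8 adjusted over the list alone, and of 0.28 between the wild types (fry p 0.00989), with 9 genes past (8 higher, 1 lower) and 11 adjusted over the list alone. Thermogenic genes (12 kept of 13) had a median of 0.34 in ChREBPβ KO (fry p 0.0063, adjusted 0.063), with 6 of 6 arrays above the WT mean, the same direction in 3 of 4 wash batches, 0 genes past the threshold over all genes, 4 adjusted over the list alone and 6 at an unadjusted limma p under 0.05. In total ChREBP KO their median was -0.20 (fry p 0.694, with 1 gene past and 2 adjusted over the list alone), in the difference between effects -0.26 (fry p 0.0243, adjusted 0.0608, with 1 gene past and 5 adjusted over the list alone) and between the wild types 0.41 (fry p 5.3e-05, with 6 genes past and 8 adjusted over the list alone).

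Macrophage genes (18 genes) had medians of -0.06 in ChREBPβ KO (fry p 0.612), -0.12 in total ChREBP KO (fry p 0.236) and -0.13 between the wild types (fry p 0.289). Lymphocyte genes (13 kept of 14) had medians of -0.04 (fry p 0.809), -0.03 (fry p 0.887) and -0.32 (fry p 0.0539, with 1 gene past the threshold and 1 adjusted over the list alone). Epididymis genes, of which 5 of 20 had a kept probe, had medians of 0.01 (fry p 0.792), 0.06 (fry p 0.522) and 0.05 (fry p 0.0723). Their mean in the total ChREBP line was -0.81, of the opposite sign to the median. Between the wild types their mean was 1.00, with the same direction in 4 of 4 wash batches and 1 gene past the threshold, Adam7 (log2 change 3.73, SE 1.05, adjusted p 0.0144), which is named after its values were seen. Without total ChREBP WT replicate 2, the mean was -0.45 in the total ChREBP line (median -0.0025, fry p 0.454) and 0.62 between the wild types (median 0.10, fry p 0.0421), and Adam7 differed by 2.52 there (adjusted p 0.00758). Sex chromosome genes (4 kept of 5) had medians of 0.05 (fry p 0.0549), 0.08 (fry p 0.13) and 0.27 (fry p 6.13e-08, with 3 genes past the threshold and 3 adjusted over the list alone). In the ChREBPβ comparison camera called lipogenesis, ChREBP targets and thermogenic genes, none of which held under fry after adjustment over the lists. In the total ChREBP comparison it called lipogenesis, ChREBP targets, cholesterol synthesis, glycolysis, adipocyte and macrophage genes, which held under fry except for cholesterol synthesis and macrophage genes. For the difference between effects, the camera calls on lipogenesis, ChREBP targets and glycolysis held, and those on cholesterol synthesis, thermogenic and adipocyte genes did not. Between the wild types, those on lipogenesis, cholesterol synthesis, glycolysis, thermogenic and sex chromosome genes held, and those on macrophage and lymphocyte genes did not.

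Total ChREBP WT and ChREBPβ WT mice are both wild type, and their comparison served as a background for the lines. It gave 7039 genes, 4569 higher and 2519 lower in total ChREBP WT (49 had both), with a median size of 0.36 log2 units, and 1730 genes changed at least 1.5-fold. The groups did not overlap for 2041 called probes, where chance gives 0.0583%. Within the wash batches, 99.6%, 95.2%, 99.8% and 95.03% of the called probes had the pooled direction of the same arrays, on which they were called. The largest rises in total ChREBP WT were those of Mt1 (chromosome 8, 96703844 to 96703903, log2 change 3.14, SE 0.43, adjusted p 4.27e-05), Adcy10 (2.60), Fos (2.52), Tectb (2.43) and Slc2a5 (2.09). The largest falls were those of Cyp2a5 (chromosome 7, 27628169 to 27628228, log2 change -6.25, SE 0.83, adjusted p 3.5e-05), Ces3a (-6.13), Fabp1 (-5.95), Ugt2b38 (-5.71) and Mug1 (-5.64). All 5 genes that fell are abundant in liver, and none kept its call with the liver score as a covariate, where their differences were -2.03, -0.76, -0.25, -0.88 and -0.55. With 3 organ scores as covariates, the alternative that moved this comparison most, 504 genes passed, and Mt1 (3.75), Fos (3.42), Tectb (2.53) and Slc2a5 (1.76) did not, nor did the 5 liver genes.

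The liver score was 2.62 ± 1.43 (SD, n = 7) in ChREBPβ WT, 1.30 ± 1.80 (SD, n = 6) in ChREBPβ KO, -2.22 ± 1.85 (SD, n = 7) in total ChREBP WT and -4.46 ± 0.37 (SD, n = 5) in total ChREBP KO. It differed between the wild types (exact permutation p 0.00117, 3432 splits) and within the total ChREBP line (exact permutation p 0.0278, 792 splits), and did not differ past 0.05 within the ChREBPβ line (exact permutation p 0.165, 1716 splits).

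**Figure D4:**
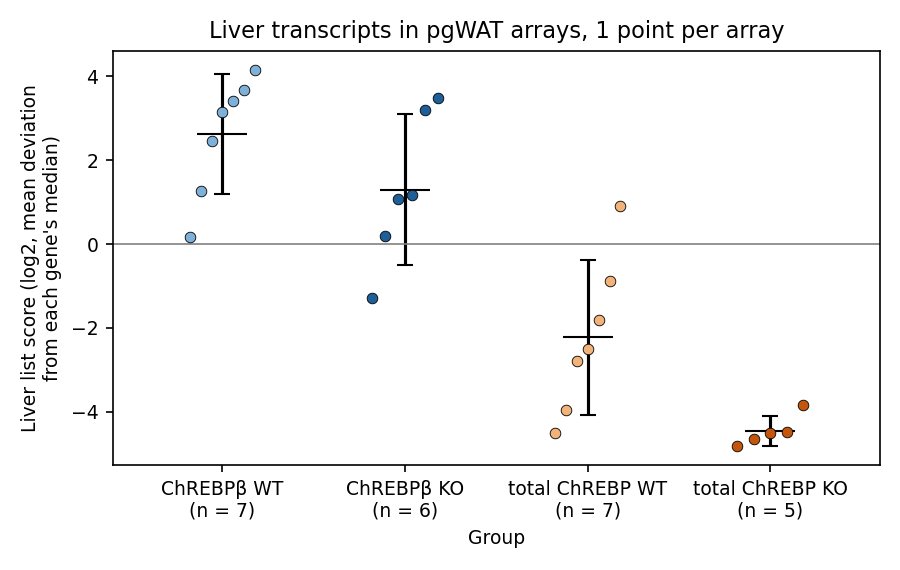
Score of the liver gene list (vertical axis, mean log2 deviation from each gene's median over the arrays) in the 4 groups, with 1 point per array, the group mean as a horizontal line and the SD as an error bar. ChREBPβ WT arrays lie between 0.16 and 4.16 and total ChREBP WT arrays between -4.50 and 0.92.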

Values the study reported

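The study reported no significantly changed gene in white adipose tissues of mice that lacked ChREBPβ, and many regulated genes in total ChREBP-KO mice. In brown adipose tissue, a tissue not analysed here, the study reported 63 genes that were higher and 73 genes that were lower in ChREBPβ-deficient than in wild-type mice. The study kept spots that had a weight of 1 on 26 of its 32 arrays, or that passed in enough arrays of at least 1 group.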

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

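The tests chosen only after the result was seen were the comparison of Mlxipl between the knockouts, the tissue test of the epididymis array, the tests of adipocyte share and wash batch for the cholesterol synthesis list, the wash batch test of the lymphocyte list, and the fits with organ scores as covariates.

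The effect of total ChREBP deficiency differed from that of ChREBPβ deficiency for 1044 genes. Of 100 splits of the arrays, the real one included, 3 gave as many genes. The other 2 gave more, 5237 and 3621 genes. They put 12 and 8 of the 14 wild-type arrays, and 2 and 0 of the 11 knockout arrays, under the other line, so that the difference between the lines entered their counts. Each split moved arrays between the lines within a genotype. Between the wild types 7039 genes differed, and a split that mixes the lines adds this difference to the spread. The splits therefore cannot exclude chance for the 1044 genes. RNA of liver, epididymis and vas deferens, which differed between arrays, is not the whole cause, because 1617 genes passed with the scores of these organs as covariates, 981 of them among the original genes. Scores of kidney, testis, intestine and pituitary, which were raised in some arrays, were not fitted. The kidney score was over 1 in 5 arrays, all of the ChREBPβ line. Its mean was 1.66 ± 2.30 (SD, n = 7) in ChREBPβ WT and 0.12 ± 0.21 (SD, n = 7) in total ChREBP WT. A part of kidney RNA in the count thus stays open. A difference between the wild types with like levels in both knockouts is not the whole cause either, since 66.6% of the called probes also differed in the same direction past the threshold between total ChREBP KO and ChREBPβ KO. Because both contrasts use the knockout arrays, simulated data with knockouts that did not differ were set beside this. There 74.7% of the called probes had the same direction, against 93.1% on the arrays. The share past limma's threshold was 0% there, which the setting fixed, since no probe was given a difference between the knockouts. On the arrays 7187 probes passed between the knockouts, for whatever cause, so the 0% is no measure for the 66.6%. With the organ scores as covariates, 18.5% of the called probes still differed in that direction past the threshold between the knockouts, so the share of the set that lies beyond a difference between the wild types depends on these scores, which go in part with the line. A biological difference between loss of ChREBPβ and loss of both isoforms stays open as a hypothesis, next to other differences between the mouse lines, which were not separated from it.

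Mlxipl fell further in the total ChREBP line than in the ChREBPβ line, with a difference of -1.02. The level left in the knockouts did not differ past the threshold (total ChREBP KO minus ChREBPβ KO -0.14, SE 0.15, adjusted p 0.586). A candidate explanation is therefore the lower Mlxipl level of ChREBPβ WT, from which the level in the knockouts was reached by a smaller fall. This was found on the same arrays and is a hypothesis. The level left in total ChREBP KO, 14.21 on the log2 scale, is far above the background, although these mice are Mlxipl-null. What the probe reads there was not tested, so like levels left on this probe do not show that like amounts of ChREBP were left. Whether the probe measures ChREBPβ, ChREBPα or both was not tested.

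The lipogenesis list differed between the effects by -0.40. With the 3 organ scores as covariates the difference was -0.48 (fry p 1.08e-05), so RNA of these organs is not the whole cause. Whether the lower level of ChREBPβ WT accounts for it cannot be told apart from a deeper fall in total ChREBP KO, because between the knockouts the list had a mean of -0.12 and a median of 0.00, with 10 of 20 genes lower and a fry p of 0.0137, and with the organ scores as covariates a mean of 0.11 and a median of 0.08, with 8 of 20 genes lower and a fry p of 0.932. Members going both ways keep this open.

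The ChREBP targets list differed between the effects by -0.41, and by -0.35 (fry p 0.000147) with the organ scores as covariates, which argues against RNA of these organs as the whole cause. A lower level in ChREBPβ WT with the same level left in both knockouts cannot be told apart from a deeper fall in total ChREBP KO. The list was lower in total ChREBP KO than in ChREBPβ KO by a median of -0.81 (fry p 0.000265), with 16 of 20 genes lower, but with the organ scores as covariates that difference was 0.06 (fry p 0.545), with 9 of 20 genes lower. Its level in ChREBPβ WT was lower than in total ChREBP WT only by the median, of 0.17. By the list mean it was higher, 12.92 against 12.29, and so in 4 of 4 wash batches. The list holds liver genes, and the liver score goes with the line, which keeps this open.

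The glycolysis list differed between the effects by -0.25. With the organ scores it was -0.22 (fry p 1.46e-05), which argues against RNA of these organs as the whole cause. Whether the lower level of ChREBPβ WT accounts for it cannot be told apart from a deeper fall in total ChREBP KO. Between the knockouts the list had a median of -0.0082 (fry p 0.222), with 8 of 15 genes lower, and with the organ scores as covariates one of 0.04 (fry p 0.924), with 6 of 15 lower. Members going both ways keep this open, and a biological difference between the lines stays open as untested.

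Of the 46 groups of array values examined, 3 had an array far from the others, and chance gives about 1 in 20 groups. The cholesterol synthesis mean of total ChREBP WT replicate 2 was 12.41, below the other arrays of that group at 12.80 to 12.92. The wash batch is argued against, because the other total ChREBP WT array of that batch had 12.80. In the same array the adipocyte mean was lower than in the rest of the group by a log2 difference of -0.30, and the cholesterol synthesis mean by -0.45. The difference between both means in that array, -3.18, was close to the range of the others, -3.14 to -2.98, with a gap of 0.211 of the range. A lower share of adipocyte RNA in that sample is a candidate explanation that could hold, and no biological explanation was tested for a single array.

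The epididymis mean of total ChREBP WT replicate 2 was 9.06, against 6.20 to 7.35 in the other arrays of the group. Of the 19 epididymis genes with a probe, 11 had their highest level of all arrays there and were over 2-fold above the median of the other total ChREBP WT arrays. Lcn5 reached a log2 level of 17.6 and Gpx5 of 15.0. A stain or flaw on part of the array is argued against, because the 360 probes over 4-fold above every other total ChREBP WT array were spread over its rows, with at most 29.4% in any 1 of 4 equal parts. Epididymis tissue in the sample, which lies against this fat depot, is a candidate explanation, and no biological explanation was tested for a single array. On all total ChREBP KO arrays, 4 of the list's genes were above background, and 1 is also in the vas deferens list. It has little bearing on the count of the total ChREBP comparison, where 2722 genes passed without that array and 2228 with the 3 organ scores as covariates, against 2826.

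The lymphocyte mean of ChREBPβ WT replicate 6 was 8.84, against 7.49 to 8.06 in the other arrays of the group. The other ChREBPβ WT array of that wash batch had 7.49, which argues against the wash batch. Of the 13 genes, 7 had their highest ChREBPβ WT level in that array, and Cd3d at 2.63, Cd8a at 2.58, Lck at 2.46 and Cd3g at 2.01 log2 units above the mean of the other arrays were the furthest up. Lymphoid cells in the sample are a candidate explanation, with the T cell genes leading, and no biological explanation was tested for a single array.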

How the results depend on the processing

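The fits with a liver score, or with liver, epididymis and vas deferens scores, as covariates were the alternatives chosen after seeing the data.

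In the ChREBPβ comparison, the count of 2 genes was 0 under the 75th percentile scaling, centring on array medians, the authors' deposited table, no filter, no wash batch term, only the 2 groups, both fits with organ scores, at least 1.5-fold and an adjusted p under 0.01, and was 42 under array quality weights (30 higher, 12 lower). Leaving out 1 array gave 0 to 74 genes, the 74 without ChREBPβ KO replicate 4. Over the 23 settings with 0 genes, limma gave 1976 to 3766 genes at an unadjusted p under 0.05. Plxna2 was called in 7 of its 17 alternatives, with a difference of 0.41 to 0.46 and an adjusted p of 0.0126 to 0.653. The cause was not tested. Its adjusted p lay close to the threshold.

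In the total ChREBP comparison, 2826 genes became 4240 under array quality weights (2632 higher, 1628 lower, 2811 shared), 994 at 1.5-fold or more (474 higher, 521 lower) and 1541 at an adjusted p under 0.01. The last 2 follow from the stricter thresholds, and for the weights the cause was not tested. The count without 1 array was 2012 to 2849. The difference between effects, 1044 genes, became 1740 under array quality weights (748 positive, 993 negative, 1041 shared), 1617 with 3 organ scores (646 positive, 971 negative, 981 shared), and 592 at an adjusted p under 0.01. The count without 1 array was 810 to 1259.

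The 7039 genes between the wild types became 4504 with weight 1 required on all arrays (2686 higher, 1851 lower, 4066 shared), where 22060 probes were tested, 2499 with the liver score (1367 higher, 1138 lower, 2013 shared), 504 with 3 organ scores (307 higher, 197 lower, 436 shared), 1730 at 1.5-fold or more (594 higher, 1137 lower) and 3961 at an adjusted p under 0.01. The organ scores take up part of the difference between the lines by construction. The count without 1 array was 5587 to 7368. Centring on array medians moved the share of higher genes from 64.5% to 73.9%, and the median of all probes to 0.08.

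The Mlxipl difference in the ChREBPβ line passed the threshold under array quality weights (-0.86, adjusted p 0.0172) and otherwise kept its direction without passing in the alternatives (adjusted p 0.0172 to 0.653). Without 1 array it was -0.80 to -0.65, past the threshold only without ChREBPβ KO replicate 4 (-0.79, adjusted p 0.0348). The cause was not tested. In the total ChREBP line it kept its direction and its call in all 18 alternatives, from -1.85 to -0.78, and without any 1 array, from -1.82 to -1.70.

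The signature in the ChREBPβ line, 0.13 with an exact p of 0.0519, passed 0.05 under the 75th percentile scaling (0.15, exact p 0.0455), the group rule of 6 arrays (0.13, exact p 0.0478), slide as a random block (0.13, exact p 0.049), trend and robust settings (0.12, exact p 0.0484) and with the top 100 probes (0.43, exact p 0.0262). In the fit with 3 organ scores the scores changed only which probes were chosen, and the array values were not corrected for them. With those probes the signature difference was gone (-0.0019, exact p 0.971). Without 1 array it was 0.10 to 0.17, and it passed 0.05 without ChREBPβ KO replicate 4 (0.16) or 8 (0.15), ChREBPβ WT replicate 1 (0.16), total ChREBP WT replicate 3 (0.13), 5 (0.17) or 7 (0.14), or total ChREBP KO replicate 7 (0.14). These values lie around the threshold, and the cause was not tested.

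The lipogenesis list kept its direction and its side of the threshold in all 18 alternatives in both lines (-0.64 to -0.53 in the total ChREBP line and -0.13 to -0.01 in the ChREBPβ line), and when 1 array was left out (-0.63 to -0.50 and -0.16 to -0.05). Scd1 was reversed with the liver score (-0.0425), with 3 organ scores (-0.0170) and when 1 array was left out (-0.00087 to 0.0920), and was not called in any of these. Of 29 named results, 21 kept their direction and side of the threshold with the liver score, 17 with 3 organ scores, 27 under the 75th percentile scaling and 28 or 29 in the other fits with all of them. With weight 1 on all arrays 16 had a probe left, and all of those were kept.

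The labels number the mice within each group, and knockout and wild type of a line share some numbers. Same-numbered arrays did not deviate together, with correlations of -0.287 to 0.247 over 5 pairs of the ChREBPβ line and -0.272 to -0.198 over 4 pairs of the total ChREBP line, so the numbers were not taken to pair the samples. With the replicate block as a random effect (correlation -0.00425), the ChREBPβ count was 0 with 3060 genes at an unadjusted limma p under 0.05. With the replicate block as a fixed term it was 0 as well, with 2496, the total ChREBP count was 527 (137 higher, 390 lower, 522 shared) and the difference between effects 114 (20 positive, 94 negative, 111 shared). Of 19 named results, 13 kept their call under the fixed term. The wild types could not be compared under it, since the blocks lie within a line. The replicate block changed no other call of the Mlxipl differences, the lipogenesis list or the signature.

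Slide as a random block (correlation 0.0286) left the counts within 1.5 times. Dim probes are limited by the background, since 73.0% to 77.9% of spots were well above it, and a probe below it in a group has only a bound there.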

Other observations

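The tests chosen only after the result was seen were the test of liver RNA, that of wash batch and slide for the wild types, the test of the ChREBPβ genotype, those of known changes put into the ChREBPβ arrays, those of Eif2s3y, of the genes near Mlxipl, of ChREBP-dependent genes in the wild types and of repeats in the Mlxipl probes, and the fits with organ scores.

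The count of changed genes in pgWAT without ChREBPβ was 2 here. That is higher than the value quoted from the study above.

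Chance cannot be excluded for the count of 2 genes in the ChREBPβ comparison, because 10 of 100 splits of the arrays, the real one included, gave as many, and the largest of the others gave 1064. Whether liver RNA in the ChREBPβ arrays hides calls cannot be told apart from a lack of changes. With the liver score as a covariate limma called 0 genes (1976 at an unadjusted p under 0.05). Changes of 0.5 times the size in the total ChREBP line were also put into the ChREBPβ KO arrays. With the score, 11.0% of these genes were called, so most changes of that size would stay uncalled in that fit too. The fit without the score called 13.6%, and at full size 100% against 85.0% with the score. These genes had been chosen because the fit without the score called them in the total ChREBP line. The shares therefore do not show which fit has less power. To see what the spread of these 13 arrays allows, the changes of the genes called in the total ChREBP line were put into the ChREBPβ KO arrays and these 13 arrays fitted alone. At their full size 68.2% of the genes were called, and 92.9% of those over 2-fold. This argues against a spread too wide to see changes of that size in 2826 genes at once. So many changes make the adjusted threshold easier to pass, and sizes taken from called genes tend to be too large. Mlxipl, at -0.73 with an unadjusted limma p of 3.3e-05, was not called on the arrays. Whether a few changes of that size would be called was thus not shown. At 0.5 times the size 3.50% were called, and 54.2% of those over 2-fold, so changes of that size could be present in the ChREBPβ line and stay uncalled.

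For the total ChREBP comparison 1 of 100 splits, the real one, gave as many genes (the largest of the others gave 723), and chance can be excluded. For the comparison of the wild types it was also 1 of 100 (the largest of the others gave 3614).

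The 7039 genes between the wild types of the lines were the largest count, although both groups are wild type. Wash batch and slide are argued against by 3 slides that held an array of both wild types, each slide within 1 wash batch. Of 4060 probes called without these 6 arrays, 91.4% to 94.0% kept their direction between the wild types of a slide, against at most 68.6% between arrays of 1 group among them. So are the brightness of the arrays (7613 genes with the log2 median intensity as a covariate) and the GC content of the probes (7114 genes after each array's trend with GC was removed). Liver RNA in the ChREBPβ arrays cannot be told apart from the line for these genes, because the liver score goes with the line, and 2499 genes passed with it as a covariate. Of the called probes, 85.7% had the same direction between total ChREBP KO and ChREBPβ KO, which use other arrays. This is consistent with a difference between the lines that does not depend on genotype, such as cohort, dissection or genetic background, none of which could be separated here.

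Liver transcripts were high in the ChREBPβ arrays. All 20 liver genes with a probe were over 2-fold higher in ChREBPβ WT than in total ChREBP WT past the threshold (median -4.76, total ChREBP WT minus ChREBPβ WT), and Alb reached a log2 level of 17.65 in ChREBPβ WT replicate 7, against 10.5 to 10.8 in the total ChREBP KO arrays. Of these genes, 13 were above background on all total ChREBP KO arrays. Slide and wash batch are argued against, since on 6 of 6 slides that held both lines the ChREBPβ array had the higher score. Cross-hybridisation of a few probes is argued against by the median correlation of a liver gene with the rest, 0.987 over the ChREBPβ arrays. The ChREBPβ genotype is not the cause of the difference between the lines, because the wild types, which carry no deletion, differed (exact permutation p 0.00117), and within the ChREBPβ line the score did not differ past 0.05 (exact permutation p 0.165). Liver RNA in the samples is a candidate explanation, and the arrays do not tell at which step it entered.

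Transcripts of other organs were raised in some arrays of all groups. The vas deferens score was 10.6 in total ChREBP WT replicate 2, 10.4 in ChREBPβ KO replicate 2, 10.3 in total ChREBP WT replicate 8, 10.2 in ChREBPβ WT replicate 1 and 8.71 in total ChREBP KO replicate 7. The kidney score was 4.62 in ChREBPβ WT replicate 3 and 4.34 in ChREBPβ WT replicate 1, with Kap at a log2 level of 16.1 in both. It was 3.21 in ChREBPβ WT replicate 7, 1.75 in ChREBPβ KO replicate 2 and 1.29 in ChREBPβ KO replicate 4. These 5 arrays, all of the ChREBPβ line, were the only ones with a kidney score over 1. The remaining ChREBPβ WT arrays had -0.49 to 0.22, and the total ChREBP WT arrays -0.19 to 0.43. The testis score was highest in ChREBPβ WT replicate 2 (3.61) and the intestine score in ChREBPβ KO replicate 3 (2.57). The pituitary score was 4.35 in ChREBPβ KO replicate 2, where Prl reached 14.2 and Gh 13.8. A signal that any organ list would give is argued against, because the pancreas score was at most 0.45. Of the genes with a probe, 7 of 12 kidney, 6 of 12 testis, 3 of 6 vas deferens, 4 of 12 pituitary, 8 of 17 intestine and 7 of 12 pancreas genes were above background on all total ChREBP KO arrays, and 1 vas deferens gene is also in the epididymis list. No biological explanation was tested.

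Eif2s3y, a Y chromosome gene, was low in ChREBPβ WT replicate 8. Its probes were lower than the mean of the other ChREBPβ WT arrays by log2 differences of -1.30 and -1.13. A flaw of 1 spot is argued against, since the probe that changed less was still at -1.13 and lay below the other 24 arrays. Loss of the Y chromosome from cells is argued against, because the median difference of the other Y probes was 0.0768. What stays open is a change at this gene alone, and no biological explanation was tested.

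Genes near Mlxipl were called more often in the total ChREBP line than elsewhere. Within 10 Mb of the Mlxipl probe, 68 of 467 probes (14.6%) were called, Mlxipl left out, against 8.97% over all probes with a position, and 98.0% of 497 windows of that size had a lower share. Taf6, 3.01 Mb away, is among them. A chromosome segment carried along with the knockout allele from another strain is a candidate explanation for part of these calls, and no sequence was examined for it.

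ChREBP-dependent genes were compared between the wild types with genes picked from 3 total ChREBP WT arrays against total ChREBP KO and levels read on the other 4, so that no array was used for both. Over 35 such splits the score of ChREBPβ WT in the direction of total ChREBP KO had a median of 0.51, with a range of -0.50 to 0.76, and 68.7% to 78.1% of the probes had that direction. Lower ChREBP activity in ChREBPβ WT than in total ChREBP WT may account for this, but it cannot be told apart from other differences between the lines while some splits go the other way.

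The Mlxipl probe that did not change, A_55_P2045158, shared a run of 20 bases with probes of 0 other genes, which argues against a sequence that it shares with other probes of the array. A_55_P2728555, which fell by 0.66 in total ChREBP KO and enters the mean over the 3 probes, shared such a run with probes of 9 other genes. Whether its signal is that of Mlxipl alone was not tested. The exons of the probes were not examined.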
